# RUNX1 induces DNA replication independent of active DNA demethylation at *SPI1* regulatory regions

**DOI:** 10.1186/s12867-017-0087-y

**Published:** 2017-04-04

**Authors:** Shubham Goyal, Takahiro Suzuki, Jing-Ru Li, Shiori Maeda, Mami Kishima, Hajime Nishimura, Yuri Shimizu, Harukazu Suzuki

**Keywords:** *SPI1*, RUNX1, DNA demethylation, Endogenous expression

## Abstract

**Background:**

SPI1 is an essential transcription factor (TF) for the hematopoietic lineage, in which its expression is tightly controlled through a −17-kb upstream regulatory region and a promoter region. Both regulatory regions are demethylated during hematopoietic development, although how the change of DNA methylation status is performed is still unknown.

**Results:**

We found that the ectopic overexpression of RUNX1 (another key TF in hematopoiesis) in HEK-293T cells induces almost complete DNA demethylation at the −17-kb upstream regulatory region and partial but significant DNA demethylation at the proximal promoter region. This DNA demethylation occurred in mitomycin-C-treated nonproliferating cells at both regulatory regions, suggesting active DNA demethylation. Furthermore, ectopic RUNX1 expression induced significant endogenous *SPI1* expression, although its expression level was much lower than that of natively *SPI1*-expressing monocyte cells.

**Conclusions:**

These results suggest the novel role of RUNX1 as an inducer of DNA demethylation at the *SPI1* regulatory regions, although the mechanism of RUNX1-induced DNA demethylation remains to be explored.

## Background

SPI1 is a hematopoietic lineage-specific TF belonging to the ETS family [1]. It plays an important role in the development of myeloid and lymphoid cells and is highly expressed in monocytes [2, 3]. The expression of *SPI1* is regulated by the combined activity of a proximal promoter and an upstream regulatory element (URE) located −17-kb upstream of the transcription start site (also known as the distal promoter region) in human [3, 4]. Deletion of the URE region contributes to the exacerbation of acute myeloid leukemia (AML) or erythroleukemia [5, 6]. The *SPI1* regulatory regions are differentially methylated in *SPI1*-expressing and nonexpressing cell lines [7, 8]. This differential pattern is also maintained during hematopoietic differentiation, in which ES cells are hypermethylated while hematopoietic stem cells become hypomethylated [7–9]. Meanwhile, abnormal hypermethylation of the *SPI1* regulatory regions is frequently observed in myeloma cell lines with downregulated *SPI1* [10]. Thus, this methylation change seems to be important for *SPI1* expression. However, no molecular mechanism behind the change in DNA methylation status at *SPI1* regulatory regions has been reported yet.

RUNX1 is another TF that is essential for the regulation and maintenance of mammalian hematopoiesis [11]. A previous study reported that RUNX1 regulates *SPI1* at both transcriptional and epigenetic levels [9]. RUNX1 binding at the conserved sites in the URE of *SPI1* is critical for the onset of *SPI1* expression during hematopoietic stem cell formation, making *SPI1* the direct downstream target of RUNX1 [12]. At the pre-hematopoietic or hemangioblast stage, the inception of RUNX1 expression induces chromatin remodeling at the regulatory regions of *SPI1*, in which the binding of RUNX1 to the *SPI1* regulatory region is essential [9]. Moreover, several studies have revealed that chromatin remodeling is coupled with DNA demethylation during embryonic development [13]. Therefore, we hypothesize that RUNX1 may also be involved in recruiting the DNA methylation status change at the *SPI1* regulatory regions.

Here, we describe that the ectopic expression of RUNX1 in HEK-293T cells induces DNA demethylation at the two functionally active regulatory regions of *SPI1* in a replication-independent manner.

## Results

### RUNX1 overexpression induced DNA demethylation at *SPI1* −17-kb URE

*SPI1* contains two regulatory regions; one is the −17-kb URE that lies upstream of the transcription start site (also known as the distal promoter region) and the other is the proximal promoter region (Fig. 1). While the −17-kb URE contains three RUNX1 binding sites (Fig. 2a), the proximal promoter region does not contain any such sites [14]. To analyze how RUNX1 expression affects the DNA methylation status of *SPI1* regulatory regions, we first focused on the −17-kb URE. We transduced RUNX1-overexpressing lentivirus into HEK-293T cells, a cell line that does not express RUNX1, followed by DNA methylation analysis by bisulfite sequencing. We observed drastic DNA demethylation in RUNX1-overexpressing HEK-293T cells (Fig. 2b). This DNA demethylation appeared to be RUNX1-specific because we did not see any of these changes in either MCS-transduced (multiple cloning sites: MCS) or wild-type HEK-293T cells. The region as a whole was significantly demethylated (p < 0.001) (Fig. 2c). The DNA demethylation of all individual CpG sites investigated at the −17-kb URE was also found to be significant (p < 0.005) (Fig. 2d).

**Fig. 1:**
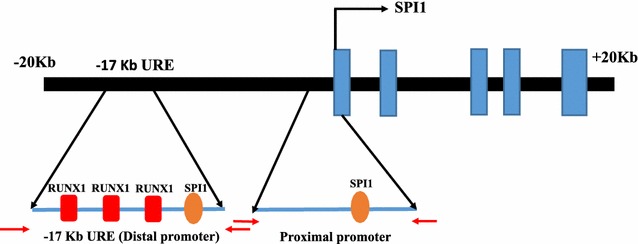
Schematic representation of *SPI1* gene structure: Simplified scheme of the human *SPI1* locus, indicating the two regulatory regions of *SPI1*: distal promoter (−17-kb URE) and proximal promoter. Binding sites for RUNX1 and SPI1 are shown by *red* and *orange boxes*, respectively. The *red horizontal arrows* in the URE and the proximal promoter indicate primers designed for methylation study

**Fig. 2:**
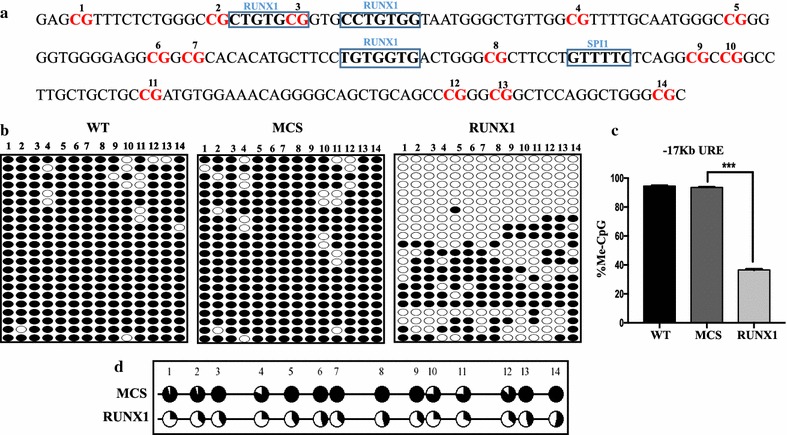
DNA methylation status analysis of *SPI1* −17-kb URE in RUNX1-overexpressing HEK-293T cells: **a** Target sequence of human *SPI1* −17-kb URE. The *number* represents the CpG sites and RUNX1 and SPI1 binding sites are shown in *bold letters*. **b** Methylation pattern diagrams of wild-type, MCS, and RUNX1-overexpressing HEK-293T cells at the *SPI1* −17-kb URE region. *Each row of circles* represents the result of a single amplicon and *each column* represents those of a single CpG site. *Black circles* denote methylated CpGs and *open circles* represent unmethylated ones. The CpG numbers shown correspond to the target nucleotide sequence, shown in **a**. **c** Quantification of percent CpG methylation at the −17-kb URE in wild-type, MCS, and RUNX1-overexpressing HEK-293T cells. The p-value calculated from the comparison between MCS and RUNX1-overexpressing HEK-293T cells was significant (***p < 0.001). **d** Comparison of methylation status graph at each individual CpG site between MCS and RUNX1-overexpressing HEK-293T cells. All of the CpGs were significantly demethylated (p < 0.005)

### RUNX1 overexpression induced partial DNA demethylation at *SPI1* proximal promoter

The proximal promoter region of *SPI1* does not contain any binding site for RUNX1 [14] (Fig. 3a); therefore, we wondered whether RUNX1 can still induce any change in DNA methylation in this region. Our results showed that RUNX1 can induce partial demethylation in the proximal promoter region, with about 30% of CpGs being demethylated (Fig. 3b). Although the demethylation was incomplete, the region as a whole was significantly demethylated (p < 0.0001; Fig. 3c) and the change at most of the CpG sites was also found to be significant (p < 0.005; Fig. 3d), in comparison to that of MCS-transduced cells.

**Fig. 3:**
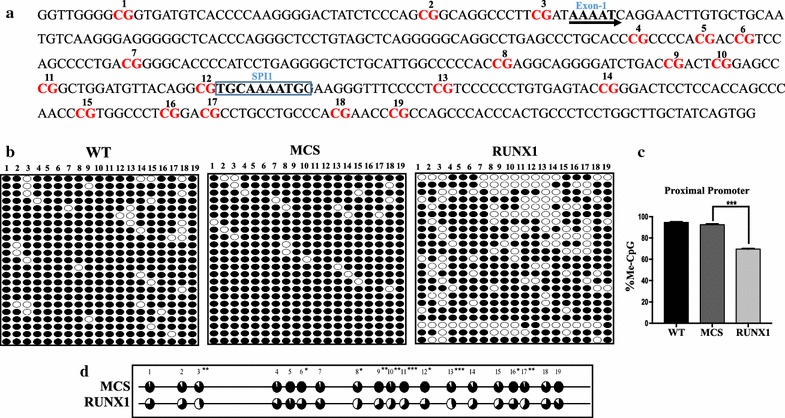
DNA methylation status analysis of *SPI1* proximal promoter in RUNX1-overexpressing HEK-293T cells: **a** Target sequence of the human *SPI1* proximal promoter region. The *number* represents the CpG sites and the SPI1 binding site is also shown. **b** Methylation pattern diagrams of wild-type, MCS, and RUNX1-overexpressing HEK-293T cells at the *SPI1* proximal promoter region. *Each row of circles* represents the result of a single amplicon and *each column* represents a single CpG site. *Black circles* denote methylated CpGs and *open circles* represent unmethylated ones. The CpG numbers shown correspond to the target nucleotide sequence, shown in **a**. **c** Quantification of percent CpG methylation at the proximal promoter region in wild-type, MCS, and RUNX1-overexpressing HEK-293T cells. The p value calculated from the comparison between MCS and RUNX1-overexpressing HEK-293T cells was significant (***p < 0.0001). **d** Comparison of methylation status graph at each individual CpG site between MCS and RUNX1-overexpressing HEK-293T cells. The significantly demethylated CpG sites are marked with *asterisks*, ***p < 0.005, **p < 0.01, *p < 0.05

### Molecular mechanism of RUNX1-induced DNA demethylation at *SPI1* regulatory regions

DNA demethylation can be active or passive in nature, where active demethylation occurs by the enzymatic activity of TET enzymes in the absence of replication, while passive demethylation occurs slowly during several rounds of replication [15]. To identify the type of RUNX1-induced demethylation at both *SPI1* regulatory regions, we used mitomycin-C to arrest cell growth at the G_1_ phase. Different concentrations of mitomycin-C were individually tested to identify the concentration when the ratio of Edu positive cells was zero (no DNA synthesis, see “Methods”) (Fig. 4a). We observed drastic DNA demethylation in RUNX1-transduced cells at the *SPI1* −17-kb URE region, even upon mitomycin-C treatment, which would prevent passive DNA demethylation (Fig. 4b). The statistical analysis revealed that the region as a whole was significantly demethylated (p < 0.0001) (Fig. 4c). Significant DNA demethylation was found at each CpG site investigated (Fig. 4d), the same as in the RUNX1-overexpressing cells not treated with mitomycin-C, as shown in Fig. 2d. Interestingly, we also observed RUNX1-induced active DNA demethylation at the proximal promoter region in mitomycin-C-treated cells (Fig. 4e–g). These results demonstrate the ability of RUNX1 to induce active DNA demethylation at both *SPI1* regulatory regions. Recent studies in zebrafish have highlighted that RUNX1 induces the expression of dnmt3bb.1, a DNMT3 paralog in this animal model [16]. Therefore, we next examined whether RUNX1 overexpression enhanced the expression of genes encoding enzymes that are known to be involved in both DNA methylation and demethylation. Specifically, we compared the expression levels of *DNMT1*, *DNMT3A* and *3B*, *TET1-3*, and *IDH1* and *IDH2* between MCS and RUNX1-transduced cells. However, no difference in the expression of these genes was observed (Fig. 4h).

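Gene expression was profiled on Illumina HT-12 v4 BeadChips, on which DNA probes attached to beads capture labelled cRNA, in HEK-293T cells, a human embryonic kidney line, harvested 7 days after lentiviral transduction at 10 MOI and selection with 1 µg/ml puromycin. There were 3 arrays of RUNX1-overexpressing cells and 3 arrays of MCS-transduced cells, which the paper describes as biological triplicates. The table of signals deposited by the authors gives an intensity and a detection p-value for each of 47231 probes and is neither background-corrected nor normalized. Between 18096 and 19321 probes (median 18814) were detected at a p under 0.05 on the RUNX1 arrays, and between 18405 and 19080 (median 18696) on the MCS arrays. The intensities were corrected for background from the detection p-values, quantile-normalized and put on a log2 scale with an offset of 16, and 1 probe per gene was kept, the brightest of those detected on at least 3 of the 6 arrays. This left 11129 of the 20046 genes with a named probe for the test with limma, and the number of arrays limits its precision.
RUNX1 itself, the transduced gene, was examined first. None of its 3 probes was detected on any of the 3 RUNX1 arrays, and over all 6 arrays 1 of 18 probe signals passed the detection threshold, on MCS replicate 3. The brightest RUNX1 signal on any array was 132, beside a median of all probes of 112 to 118. The arrays therefore do not measure RUNX1 above background in either group. The probes were not placed against the transduced sequence, so this neither checks the labels nor speaks to the overexpression. The GAPDH probe kept for the test, by contrast, had expression values of 14.60 ± 0.065 (SD, n = 3) with RUNX1 and 14.67 ± 0.071 (SD, n = 3) with MCS. Both other GAPDH probes were lower on each RUNX1 array than on each MCS array, with log2 differences of -0.18 and -0.21. Neither difference passed an adjusted p under 0.05 from limma.
The correlation of the log2 values across genes was 0.970 to 0.994 between arrays of the same transduction and 0.969 to 0.993 between arrays of different transductions. The first principal component held 66.7% of the variance and did not follow the transduction. RUNX1 replicate 1, RUNX1 replicate 2 and MCS replicate 1 had scores of -21.1, -21.3 and -25.6, and RUNX1 replicate 3, MCS replicate 2 and MCS replicate 3 had scores of 26.6, 15.0 and 26.4.

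**Figure D1:**
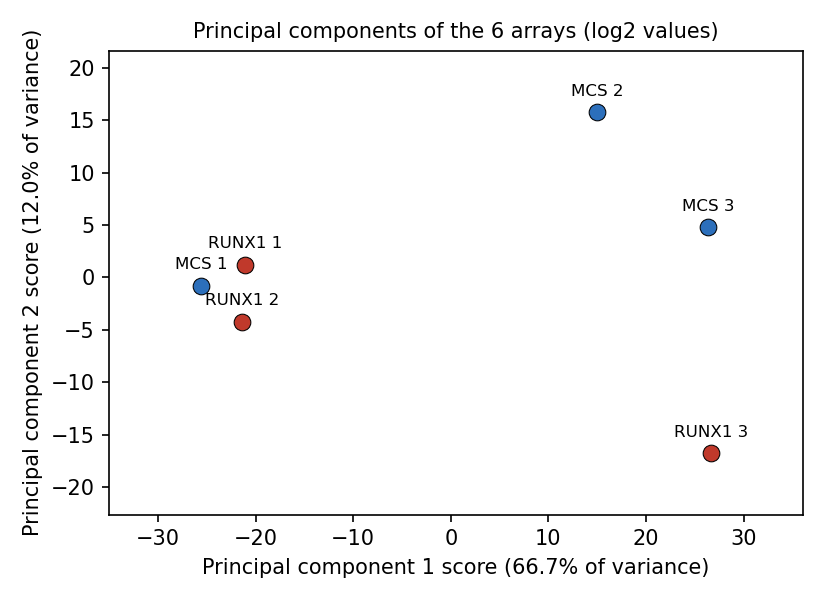
Scores of the 6 arrays on the first principal component (horizontal axis, 66.7% of the variance) and the second (vertical axis, 12.0%) of the log2 values of 11129 genes. Each point is an array, red for RUNX1-overexpressing and blue for MCS-transduced HEK-293T cells, and MCS 1 lies beside RUNX1 1 and RUNX1 2 on the left while RUNX1 3 lies with MCS 2 and MCS 3 on the right.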

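Of the 8 enzyme genes, 5 were measured above background, and none of these differed between RUNX1-overexpressing and MCS-transduced cells at an adjusted p under 0.05 from limma, either over all genes tested or adjusted over the list alone. DNMT1, the methyltransferase that maintains methylation after replication, had an expression value of 12.33 ± 0.046 (SD, n = 3) with RUNX1 and 12.45 ± 0.11 (SD, n = 3) with MCS. DNMT3B, a de novo methyltransferase, had 7.87 ± 0.12 (SD, n = 3) with RUNX1 and 7.97 ± 0.11 (SD, n = 3) with MCS. TET1, which oxidizes 5-methylcytosine, had 8.04 ± 0.42 (SD, n = 3) with RUNX1 and 8.18 ± 0.54 (SD, n = 3) with MCS. For IDH1 and IDH2, isocitrate dehydrogenases that make the 2-oxoglutarate used by TET enzymes, the values were 10.08 ± 0.54 (SD, n = 3) and 9.95 ± 0.16 (SD, n = 3) with RUNX1, and 10.00 ± 0.33 (SD, n = 3) and 10.17 ± 0.24 (SD, n = 3) with MCS.
The log2 difference, RUNX1 minus MCS, was -0.12 for DNMT1 (95% confidence interval -0.41 to 0.17), -0.10 for DNMT3B (-0.41 to 0.21), -0.14 for TET1 (-0.88 to 0.61), 0.080 for IDH1 (-0.61 to 0.77) and -0.21 for IDH2 (-0.61 to 0.18). The smallest of the 5 p-values adjusted over the list alone was 0.763, and each of them was 1.00 over all genes. As fold changes, the intervals ran from 0.753 to 1.12 for DNMT1, 0.750 to 1.15 for DNMT3B, 0.542 to 1.52 for TET1, 0.655 to 1.71 for IDH1 and 0.657 to 1.13 for IDH2, so in this fit a change of 2-fold in either direction lay outside each of them. Under 20 alternatives this also held for DNMT1, DNMT3B and IDH2. The interval of the log2 difference of TET1, however, reached down to -1.03 without RUNX1 replicate 2, -1.11 without RUNX1 replicate 3, -1.06 without MCS replicate 1 and -1.24 by the methods' t-test, and that of IDH1 reached up to 1.09 by the latter, so that for these 2 genes a 2-fold change is not excluded throughout. The 2-sided exact permutation p was 0.2 for DNMT1 and IDH2, 0.4 for DNMT3B, and 0.9 for TET1 and IDH1, where 3 arrays against 3 allow no p under 0.1.
TET1 and IDH1 varied across arrays by more than they did between the groups. TET1 was at 7.65, 7.98 and 8.49 on RUNX1 replicates 1 to 3 and at 7.56, 8.53 and 8.45 on MCS replicates 1 to 3, and IDH1 was at 10.54, 10.21 and 9.48 and at 10.36, 9.92 and 9.72. For both genes the values of RUNX1 replicates 1 and 2 and MCS replicate 1 lay on one side of those of the other 3 arrays. The same held for IDH2, at 9.87, 9.85 and 9.89 on those arrays and 10.14, 10.29 and 10.32 on RUNX1 replicate 3 and MCS replicates 2 and 3, and by a small margin for DNMT1, at 12.34, 12.28 and 12.34 and at 12.37, 12.44 and 12.57, but not for DNMT3B. These are the values of the probe kept for each gene. The dimmest TET1 probe overlapped, at 7.08, 6.4 and 6.79 and at 6.81, 6.73 and 7.68. The other DNMT3B probe that passed the filter separated, at 7.42, 7.35 and 7.33 and at 7.54, 7.58 and 7.8. The sign of the difference turned for TET1 without RUNX1 replicate 1 (0.057) and without MCS replicate 2 (0.039), and the dimmer of the 2 IDH1 probes gave -0.064. With limma's array weights, TET1 (log2 difference -0.56) and IDH2 (-0.40) passed the threshold adjusted over the list alone, with adjusted p-values of 0.0353 and 0.0232, but not over all genes. The weights were lowest for RUNX1 replicate 3 (0.279) and MCS replicate 1 (0.314), which lie across the first principal component from the rest of their group. The weighted differences of these 2 genes therefore cannot be told apart from that separation of the arrays. For genes that differ between the sides, the unweighted differences and their intervals carry part of it too. The sides are not balanced between the groups, since RUNX1 replicates 1 and 2 share a side with MCS replicate 1.
DNMT3A and TET2 did not pass the filter on detection. Of 3 DNMT3A probes on 6 arrays, 1 of 18 signals was detected, on MCS replicate 1, and the single TET2 probe was detected on 0 of 6 arrays. TET3 was not analysed here. The paper had asked, from a zebrafish study in which RUNX1 induces a DNMT3 paralog, whether RUNX1 enhanced the expression of these genes, and states that it observed no difference.

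**Figure D2:**
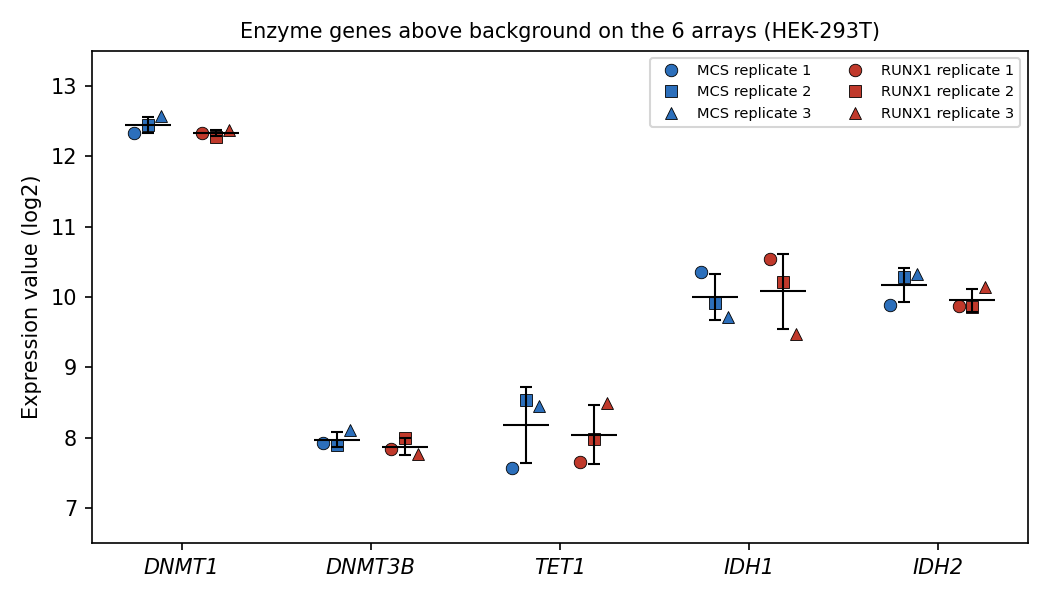
Expression values (vertical axis, log2) of the 5 enzyme genes above background on each array, blue for MCS-transduced and red for RUNX1-overexpressing HEK-293T cells, with the symbol giving the replicate. Horizontal bars are means and error bars are SDs of 3 arrays. The groups overlap for each gene, and TET1 spans 7.56 to 8.53 and IDH1 9.48 to 10.54 over the 6 arrays.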

**Fig. 4:**
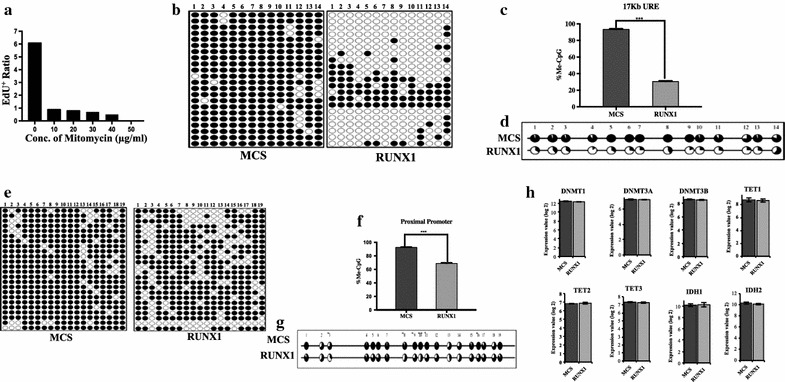
Active DNA demethylation at *SPI1* regulatory regions. **a** Quantification of the concentration of mitomycin-C for cell growth arrest at the G_1_ phase. **b**–**d** Quantification of DNA methylation at the −17-kb URE with 50 µg/ml mitomycin-C treatment. **b** The DNA methylation pattern was measured at the −17-kb URE of MCS- and RUNX1-overexpressing HEK-293T cells. **c** The percentage of methylation in MCS- and RUNX1-overexpressing HEK-293T cells. **d** The methylation difference at each individual CpG site between MCS- and RUNX1-overexpressing HEK-293T cells. All of the sites were significantly demethylated (***p < 0.0001). **e**–**g** Quantification of DNA methylation at the proximal promoter upon 50 µg/ml mitomycin-C treatment. **e** The DNA methylation pattern was measured at the proximal promoter region of MCS- and RUNX1-overexpressing HEK-293T cells. **f** Percentage of methylation in MCS- and RUNX1-overexpressing HEK-293T cells. **g** The methylation difference at each individual CpG site in MCS- and RUNX1-overexpressing HEK-293T cells. All of the sites were significantly demethylated (***p < 0.0001). **h** mRNA expression level of genes involved in DNA methylation and demethylation in MCS- and RUNX1-overexpressing HEK-293T cells (*Expression value* quality control processed signals from microarray data. *Error bar* standard deviation of biological triplicates)

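The authors' deposited log2 values, processed with lumi, gave the following means for the same probes. DNMT1 was at 12.36 ± 0.042 (SD, n = 3) in RUNX1-overexpressing cells and 12.48 ± 0.11 (SD, n = 3) in MCS-transduced cells, and DNMT3B at 8.49 ± 0.083 (SD, n = 3) and 8.56 ± 0.078 (SD, n = 3). TET1 was at 8.62 ± 0.29 (SD, n = 3) and 8.72 ± 0.37 (SD, n = 3). IDH1 was at 10.25 ± 0.48 (SD, n = 3) and 10.18 ± 0.29 (SD, n = 3), and IDH2 at 10.14 ± 0.14 (SD, n = 3) and 10.33 ± 0.21 (SD, n = 3). DNMT3A was at 7.22 ± 0.030 (SD, n = 3) and 7.25 ± 0.080 (SD, n = 3), and TET2 at 6.88 ± 0.12 (SD, n = 3) and 6.82 ± 0.035 (SD, n = 3). On this scale the median of all probes was 7.19 and the lowest value 6.47 on each array. The DNMT3A probe was detected on MCS replicate 1 alone, at a detection p of 0.0442, and the TET2 probe on no array. The table names no scale or background step. Within an array its values had the same rank order as the intensities, with a slope of 0.938 to 1.01 against the log2 intensity above an intensity of 1000. In a limma fit to these values, 0 genes passed an adjusted p under 0.05.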

### RUNX1 induces significant *SPI1* expression, but much less than in monocytes

DNA methylation at gene regulatory regions generally suppresses gene expression, possibly by blocking transcription factor binding at those regions. To examine whether RUNX1-induced DNA demethylation at *SPI1* regulatory regions can affect *SPI1* endogenous expression, we measured *SPI1* expression in RUNX1-overexpressing HEK-293T cells by qRT-PCR. *SPI1* endogenous expression was significantly (p < 0.005) induced by the RUNX1 ectopic expression, which was estimated to involve a 12-fold upregulation, from the differences in ΔCt values (Fig. 5). However, the *SPI1* expression level for RUNX1-overexpressing HEK-293T cells was still far less than that of monocytes; only 3% of *SPI1* mRNA expression was estimated.

**Fig. 5:**
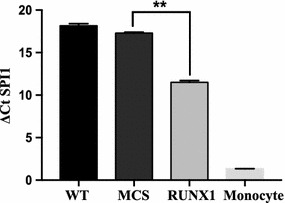
qRT-PCR analysis of endogenous *SPI1* mRNA expression. The endogenous *SPI1* mRNA level was examined in the indicated cell types. Results are presented after normalization to GAPDH, and data are shown as the mean ± SEM (n = 3/cell type). A lower ΔCt value depicts higher expression. The significance represented by the p value was calculated by two-tailed and unpaired Student’s t tests, with the significance levels shown by *asterisks* (**p < 0.005)

## Discussion

In this study, we found that the ectopic expression of RUNX1 in wild-type HEK-293T cells converts the methylation status of both *SPI1* regulatory regions from hypermethylated to hypomethylated; the results also showed that the induced demethylation was replication-independent active DNA demethylation. Further, RUNX1 overexpression did not change gene expression of enzymes involved in both DNA methylation and demethylation. It has been reported that chromatin remodeling of the *SPI1* URE region in hemangioblasts is induced by the binding of RUNX1, which also accompanies the DNA demethylation of this region [9]. This suggests that RUNX1 binding directly recruits the DNA demethylating machinery. 

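The arrays also covered other factors of DNA methylation and demethylation. Of 39 such genes, listed before the data were examined, 30 were above background, and 0 were higher and 0 lower in RUNX1-overexpressing cells at an adjusted p under 0.05 from limma, and none when adjusted over the list alone. Their log2 differences, RUNX1 minus MCS, ran from -0.43 to 0.51 with a median of -0.014. The 4 with the smallest p-values were GADD45G, MBD2, NEIL2 and MBD1. GADD45G, a stress-induced gene of a family implicated in active demethylation, had a difference of 0.51 (standard error 0.28), with 6.00 ± 0.47 (SD, n = 3) in RUNX1-overexpressing and 5.49 ± 0.35 (SD, n = 3) in MCS-transduced cells. GADD45G did not pass the stricter filter on detection (a p under 0.01 on all arrays of a group), and its difference was 0.23 without background correction. Without RUNX1 replicate 2 its difference was 0.26, and with limma's array weights it was 0.97 and passed the threshold over all genes (adjusted p = 0.0447 from limma, beside 0.640 to 1.00 under the other alternatives adjusted over all genes). NEIL2, a DNA glycosylase of base excision repair, had -0.43 (standard error 0.32), which was -0.11 without RUNX1 replicate 1 and -0.78 without RUNX1 replicate 3. MBD2 and MBD1, which bind methylated CpGs, had 0.25 (standard error 0.19) and -0.22 (standard error 0.17). That of MBD2 was 0.43 without MCS replicate 1, 0.15 without MCS replicate 3 and -0.0031 with the mean of its detected probes, and that of MBD1 was -0.056 without MCS replicate 1. The smallest p-value of the 30 adjusted over the list alone was 0.989. As a set, the 30 genes gave no shift past the threshold against the other genes (camera with a preset correlation of 0.01, p = 0.447 by its test across all genes; p = 0.437 with an estimated correlation).
Of all 11129 genes tested, 0 passed an adjusted p under 0.05 from limma, and 251 had an unadjusted p under 0.05, where 556 would be expected by chance. The methods' t-test gave 360 genes at its unadjusted threshold and 0 after Benjamini-Hochberg adjustment. The expression values of the groups did not overlap for 6.56% of genes, beside 10% expected by chance. Each group holds arrays from both sides of the first principal component (66.7% of the variance), which widens the spread within the groups. Counts below those expected by chance are therefore no measure of how little RUNX1 changed. The sides are also not balanced between the groups, since RUNX1 replicates 1 and 2 share a side with MCS replicate 1. The unweighted differences of genes that differ between the sides therefore carry part of that separation. When known differences were added to 200 genes on these arrays, 0% of the 200 were recovered at 1.41-fold, 39.5% at 2-fold and 95.2% at 4-fold, so that changes under 2-fold were mostly not detectable. Limma's array weights, which gave RUNX1 replicate 3 a weight of 0.279 and MCS replicate 1 one of 0.314, called 897 genes. These 2 arrays lie across the first principal component from the rest of their group. The 897 calls, that of GADD45G among them, therefore cannot be told apart from that separation of the arrays.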

Actually, several TFs have recently shown to be involved in DNA demethylation by recruiting DNA demethylation machinery [17]. On the other hand, the proximal promoter region revealed partial but significant DNA demethylation, although it does not contain any binding sites for RUNX1 and neither any mechanism of its binding is known [12, 14]. Thus, it was interesting to ponder how this replication-independent active DNA demethylation occurs at the proximal promoter region of *SPI1* by the overexpression of RUNX1. Previous chromatin immunoprecipitation (ChIP) data have shed light on the binding of various transcription factors in the URE and proximal promoter regions [8]. Therefore, we speculate that other RUNX1-regulated transcription factor(s) may also be able to induce DNA demethylation at both regulatory regions. Thus, we can conclude that RUNX1 could be directly or indirectly responsible for inducing DNA demethylation at the *SPI1* regulatory regions, although the actual process remains to be confirmed.

Our study also showed that RUNX1 overexpression is not sufficient for inducing the higher level of endogenous *SPI1* expression in HEK-293T cells. The partial demethylation at the proximal promoter region may be responsible for the low level of *SPI1* expression. In fact, the proximal promoter region of *SPI1* is completely hypomethylated in monocytes, in which *SPI1* is expressed at a higher level [18, 19]. Previous reports also suggest the positive correlation between DNA demethylation at gene regulatory regions and gene expression, revealing that active genes are generally hypomethylated while inactive genes are generally hypermethylated at their promoter regions [7, 20]. Furthermore, the cells with high *SPI1* expression regulate this expression by forming an autoregulatory loop between its URE and the proximal promoter region [4, 21], which are in close proximity to each other [22]. Thus, our data suggest that the autoregulatory loop may not form well due to incomplete demethylation at the proximal promoter. The presence of other transcription factors that are expressed in SPI1-expressing hematopoietic cells could also be necessary to induce higher endogenous expression of *SPI1*.

We used HEK-293T cells in this study because they are from a cell line that does not express RUNX1. The propensity of these cells to undergo transfection, their availability, and the possibility of avoiding passage biasness during analysis also make them easy to use. Since our results are derived from nonhematopoietic cells by using an artificial overexpression system, it would be preferable for our results to be evaluated further using hematopoietic cell lines in which RUNX1 and SPI1 are endogenously expressed. However, DNA demethylation at *SPI1* regulatory regions already occurs at the hematopoietic stem cell stage at which RUNX1 is expressed. As the next step, it may be necessary to perform such evaluation in hematopoietic cell lines under specific conditions or with gene manipulation.

## Conclusions

To our knowledge, this is the first study evaluating the potential role of RUNX1 as a demethylating inducer. Our results provide a hint about how demethylation occurs at *SPI1* regulatory regions.

## Methods

### Cell culture and RUNX1 over expression

HEK-293T cells, a human embryonic cell line provided by Riken Cell Bank (RCB), were cultured in High-Glucose Dulbecco’s Modified Eagle Medium (DMEM, Wako, Japan) supplemented with 10% fetal bovine serum (Lonza, Basel, Switzerland) and 2 mM penicillin–streptomycin (Sigma-Aldrich, St. Louis, MO, USA) at 37 °C in 5% CO_2_.

RUNX1 overexpression in HEK-293T cells was carried out by using the lentivirus transduction method. The lentivirus for RUNX1 overexpression and its control MCS were prepared in a mixture of packaging constructs, pCMV-VSV-G-RSV-Rev and pCAG-HIVgp (provided by RIKEN BRC) in accordance with a previously reported protocol [19]. HEK-293T cells (1 × 10^6^ cells per well) were seeded in a poly-d-lysine-coated 12-well plate, followed by transduction on the second day by adding 8 µg/ml polybrene and 10 multiplicity of infection (MOI) of lentivirus in each well. One day after the transduction, the medium was replaced with fresh DMEM medium containing 1 µg/ml puromycin (Thermo Fisher Scientific, Waltham, MA, USA) for the selection of transduced cells. Cells were harvested 7 days after the transduction. Wild-type HEK-293T cells were also kept as a control.

### Bisulfite sequencing

Genomic DNA was isolated from the harvested cells using an All Prep DNA/RNA Mini Kit (Qiagen, Hilden, Germany), in accordance with the manufacturer’s protocol. The DNA quality was assessed by using a Nanodrop 1000 (Thermo Fisher Scientific, Waltham, MA, USA). DNA bisulfite conversion and purification were performed in accordance with the protocol of the EZ DNA Methylation Gold Kit (Zymo Research, Irvine, CA, USA). For amplification of the −17-kb URE (326 bp) and the proximal promoter region (448 bp), previously reported PCR primers [10] were used (Table 1). The amplified PCR products were checked on a 1.5% agarose gel, purified using the PCR purification kit (Qiagen, Hilden, Germany), and then cloned using the Target Clone plus kit (Toyobo, Osaka, Japan). Plasmid DNA was isolated using the QIAprep 96 Turbo miniprep kit (Qiagen, Hilden, Germany) and sequenced in an ABI 3730xl DNA Analyzer. The sequence analysis, including the calculation of methylation percentage, methylation pattern change, and comparison at each CpG site, was performed using the online software QUMA (http://quma.cdb.riken.jp/).

**Table 1:** List of primers used for bisulfite PCR and qRT-PCR

Bisulfite primers	
*SPI1* proximal promoter (Fwd)	GAGATTTTTTGTATGTAGTGTAAGA
*SPI1* proximal promoter (Rv)	TAACTTCCCACTAATAACAAACCA
*SPI1* −17-kb URE (Fwd)	GTTGGATATTTTTTTGAGGTTTGG
*SPI1* −17-kb URE (Rv)	TAAAACCTAAAACTACTAAACCCA
Real-time primers	
GAPDH (Fwd)	GAAATCCCATCACCATCTTCCAGG
GAPDH (Rv)	GAGCCCCAGCCTTCTCCATG
*SPI1* (Fwd)	TCCTGAGGGGCTCTGCATT
*SPI1* (Rv)	TGTCATAGGGCACCAGGTCTT

### Cell cycle arrest

HEK-293T cells (2 × 10^6^ cells per well) were plated into a six-well plate, treated with different concentrations of mitomycin-C (Sigma-Aldrich, St. Louis, MO), and incubated for 4 h at 37 °C in 5% CO_2_. To check cell cycle arrest (at the G_1_ phase), the proliferation assay was performed by following the Click-iT^®^ EdU Cytometry Cell Proliferation Assay protocol (Thermo Fisher Scientific, Waltham, MA, USA); for assessment, FACS was used. After the confirmation of cell cycle arrest at 50 µg/ml mitomycin-C, the cells were plated and transduced with RUNX1 lentivirus on the second day by following the above-mentioned protocol. Wild-type 293T cells were also treated with 50 µg/ml mitomycin-C and transduced with MCS, which were kept as a control.

### DNA microarray

Total RNA was isolated by using the Nucleospin^®^ RNA kit protocol (Macherey–Nagel, Germany). Five hundred nanograms of total RNA was amplified using the Ambion total RNA amplification kit (Ambion, Carlsbad, CA), followed by hybridization of the synthesized cRNA with the Human HT-12 v4 Expression BeadChip kit (Illumina, San Diego, CA, USA), in accordance with the manufacturer’s protocol. Scanning of the chip was performed using Illumina BeadScan and BeadStudio (version 3.1). Data were processed with a package from Bioconductor (lumi) [23, 24] using the free software environment R (http://www.r-project.org/). The microarray data has been registered in gene expression omnibus (https://www.ncbi.nlm.nih.gov/geo/) in NCBI (GSE95308).

### qRT-PCR

Total RNA was isolated using the Nucleospin^®^ RNA kit protocol (Macherey–Nagel, Germany). Reverse transcription of total RNA was performed using the Prime Script RT kit (Takara, Takara Bio, Japan); qRT-PCR was performed with the ABI PRISM^®^ 7500 sequence detection system (Applied Biosystems, USA) using SYBR Premix Ex Taq™ II (Tli RNaseH plus, Takara Bio, Japan) and gene-specific primers for *SPI1* and *GAPDH* (Table 1). PCR cycling conditions consisted of initial denaturation at 95 °C for 10 s, followed by 40 cycles at 95 °C for 5 s and 60 °C for 30 s. Data was analyzed using the 2^−ΔΔCt^ method [25]. Human peripheral blood CD14^+^ monocytes (Lonza, Basel, Switzerland) were kept as a positive control for the comparison of *SPI1* expression.

### Statistical analysis

All of the statistical analyses for DNA methylation status and calculation of methylation percentage were performed using the online quantification tool QUMA. The significance of differences between the transduced and untransduced cells was determined by using unpaired, two-tailed, and Student’s tests (t test), where p < 0.05 was considered significant.

## Abbreviations

TF: transcription factor
URE: upstream regulatory element
AML: acute myeloid leukemia
MCS: multiple cloning sites
ChIP: chromatin immunoprecipitation
MOI: multiplicity of infection

How the deposited data were processed for this re-analysis (not part of the article)

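Total RNA (500 ng per sample) of HEK-293T cells transduced with RUNX1 lentivirus or with the MCS control was amplified and hybridized to Illumina Human HT-12 v4 BeadChips by the authors, 3 arrays per group. The labels number the replicates 1 to 3 within each group in the sample names and 1 to 6 over both groups in the descriptions. The arrays were grouped by transduction as the labels give it. No chip or position was given for an array in the sources used here, so no batch could be tested.

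Each array had 2 kinds of deposited values. The first is the intensity of each probe as BeadStudio summarised it over beads, on a linear scale, with a detection p-value that the authors deposited beside it, which compares the probe with the negative control probes of the array. The detection p-values were multiples of 1 in 770, and the lowest intensity of each array, 48.2 to 57.3, showed that no background had been subtracted. The second is the authors' processed value of each probe, treated here as log2, made with the Bioconductor package lumi, whose version is not given in the sources used here. The 6 columns of this table had 1 median (7.19), the mark of quantile normalization, and each column had a rank correlation of 1 with the intensities of its own array. Its transformation and any background step are not named in the sources used here.

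From the intensities and detection p-values, expression values were computed with neqc of limma 3.58.1 in R 4.3.3, which estimates the background of each array from the detection p-values, adds an offset of 16, quantile-normalizes and takes log2. Probes were named through the platform annotation, in which 30113 of the 47231 probes had 1 gene symbol, 8 had several and 17110 were unnamed here. The Entrez identifiers of 30074 named probes matched RefSeq genes of GRCh38.p14, and no symbol had to be updated. Of 18867 probes detected at a p under 0.05 on at least 3 arrays, the brightest one of each gene over the 6 arrays was kept, which gave 11129 genes. A linear model of log2 values on the transduction was fitted with lmFit and eBayes, with no covariate, and p-values were adjusted by Benjamini-Hochberg over the genes tested. The moderated test had 7.19 degrees of freedom, 4 of them from the arrays. The enzyme genes were also tested by an exact permutation test over the 20 ways to label 3 of 6 arrays.

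Before the data were examined, 30 gene lists with 753 entries were written, of which 699 entries had a named probe and 503 were tested. Each list was tested with camera at a preset correlation of 0.01, and with an estimated correlation and with fry as alternatives. The text names the genes that the paper names, the 12 largest rises and 12 largest falls past the threshold (there were none), and up to 4 genes with the smallest p-values of a fixed list. Genes named by another rule are said to be chosen after their values were seen.

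Alternatives fixed before the data were examined were other background corrections (none, normexp without the detection p-values, an offset of 50), other normalizations (none, median scaling, cyclic loess), the authors' processed values, no filter or a stricter filter on detection (a p under 0.01 on all arrays of a group), the mean of all detected probes of a gene, the methods' t-test, array weights, an eBayes trend, the replicate number as a block, and leaving out each array in turn. The test was checked on simulated data, and on the real values of 11129 genes with known differences added to 200 genes, 10 times per size. The methods' t-test is the unpaired t-test of the paper's statistical section, which does not say that it was applied to the arrays. No 2 arrays held identical values. Groups of 3 arrays were too small for a test of outlying arrays. Every array column of both tables was matched to a sample by its name.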

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

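The tests of how the arrays separate and of the RUNX1 probes were chosen after the result was seen. Between the 3 RUNX1 and the 3 MCS arrays, 0 genes passed an adjusted p under 0.05 from limma (251 at an unadjusted p under 0.05, and 360 by the methods' t-test at its unadjusted threshold, where 556 would be expected by chance), but 2937 genes passed it when RUNX1 replicate 1, RUNX1 replicate 2 and MCS replicate 1 were set against RUNX1 replicate 3, MCS replicate 2 and MCS replicate 3. This result stood out because it reaches genes outside those that the paper discusses, and each of the other 8 splits of the arrays into 3 and 3 gave 0 genes. The split is that of the 2 sides of the first principal component, so its count describes the separation seen there and is no independent test of it. The 10 splits are too few for a share under 0.05, with 0 genes for the transduction and 2937 for the highest of the others. The separation itself points to a structure of the samples that does not follow the transduction labels.

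The genes that lead this separation were chosen after their values were seen. SRPK3, a muscle-associated kinase, was at 9.03, 9.09 and 8.92 on RUNX1 replicate 1, RUNX1 replicate 2 and MCS replicate 1, and at 4.61, 4.46 and 4.76 on RUNX1 replicate 3, MCS replicate 2 and MCS replicate 3. In the same order of arrays, the folate receptor gene FOLR1 was at 9.09, 9.33 and 9.46 and at 5.23, 5.41 and 5.10, and HES5, a target of Notch signalling, was at 9.95, 10.14 and 10.46 and at 6.66, 6.99 and 6.8. The U4 small nuclear RNA gene RNU4-1 was at 10.79, 10.85 and 11.12 and at 8.06, 8.10 and 7.86. In the other direction, the small heat shock protein gene CRYAB was at 5.51, 4.86 and 5.00 and at 9.24, 8.4 and 9.37, and the mitochondrial creatine kinase gene CKMT1B was at 6.67, 6.83 and 6.54 and at 9.21, 8.81 and 8.79. Of the 100 most negative loadings on the first principal component 17 were small nuclear or nucleolar RNA genes, and of the 100 most positive 7 were. Both counts lie above the share of such genes among all genes tested, 173 of 11129.

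The tables argue against background correction or normalization as its source, since the same split gave at least 1391 genes under each of 8 settings, and 3599 with the authors' processed values. Nor did the brightness of the arrays, as their 75th percentile signal, follow it: the lowest 75th percentile signal of RUNX1 replicate 1, RUNX1 replicate 2 and MCS replicate 1 minus the highest of the other 3 arrays was -25.2, so their signals overlapped. The share of probes detected did follow it, at 40.9%, 39.8% and 40.4% on RUNX1 replicate 1, RUNX1 replicate 2 and MCS replicate 1 and 38.3%, 39.6% and 39.0% on RUNX1 replicate 3, MCS replicate 2 and MCS replicate 3. The quality of the RNA or the hybridization could therefore be its source and stays open, because the gap of 0.250 percentage points was smaller than the range of 1.27 within the latter 3 arrays, and different expression can also change the share detected. Exchanged labels of RUNX1 replicate 3 and MCS replicate 1 could give it and stay open, because RUNX1 was detected on 0 of the 3 arrays that would then be RUNX1 arrays, as it was on those labelled RUNX1. The paper's other measures run the way the labels say, since it reports higher SPI1 by qRT-PCR and less methylation at both SPI1 regulatory regions in RUNX1-transduced cells, but this does not settle the labels of single arrays. With exchanged labels, each RUNX1 array would lie below each MCS array for the probes kept of TET1, IDH2 and, by a small margin, DNMT1, and above for IDH1. The dimmest TET1 probe would still overlap, and the dimmer DNMT3B probe that passed the filter would lie below. The comparison of these enzymes therefore rests on the labels as given. A difference between cultures or batches was not tested, and neither was a biological explanation, because the design names only the transduction, whose own labels the separation crosses.

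RUNX1 was not detected on any RUNX1 array. Weak hybridization is argued against by the share of probes detected, 38.3% on the lowest RUNX1 array and 39.0% on the lowest MCS array, a difference of -0.654 percentage points. RUNX1 probes outside the transduced sequence could account for it, and this stays open, because the position against the transduced sequence was known here for 0 of the 3 probes.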

How the results depend on the processing

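With 3 arrays per group and probes near background left out, the count of 0 genes changed, of which 0 higher, 0 lower and 0 changed at least 2-fold, held under 19 of 21 alternatives. Array weights called 897 genes (513 higher, 384 lower, 143 at least 2-fold), and 2 of the enzyme genes over their list alone. These weights were 0.279 for RUNX1 replicate 3 and 0.314 for MCS replicate 1, beside 0.778 to 4.20 for the others. The 2 arrays weighted least lie across the first principal component from the rest of their group. The weighted contrast therefore leans towards the split along that component, whose leading genes grew with it (SRPK3 from 1.53 to 4.00, CRYAB from -1.05 to -2.97). Its calls cannot be told apart from that separation of the arrays. The methods' t-test at its unadjusted threshold called 360 genes (191 higher, 169 lower), where 556 would be expected by chance. The gene list tests, with 0 lists past the threshold, gave 2 without normalization between arrays (interferon response and cell adhesion, adjusted p = 0.0179 and 0.0365), 1 with median scaling (interferon response, adjusted p = 0.0236) and 0 to 1 when each array was left out (interferon response without RUNX1 replicate 1, adjusted p = 0.0277). None of these list calls held with an estimated correlation, chosen after seeing the data (interferon response 0.847, 0.725 and 0.728, and cell adhesion 0.912 without normalization, all adjusted). Without normalization the median difference of all genes was -0.17, from which list and gene shifts have to be read. The log2 difference of IDH1 turned to -0.11 without normalization and to -0.034 with median scaling, that of DNMT3B to 0.0028 with array weights, that of HSPA5 to -0.036, ATF6 to -0.098 and CRELD2 to -0.19 without normalization, those of ATF6 and CRELD2 to -0.019 and -0.11 with median scaling, and that of MBD2 to -0.0031 with the mean of all detected probes. When each array was left out, TET1 ran from -0.45 to 0.057 and IDH1 from -0.15 to 0.38, DDIT3 from -0.54 to 0.22, PPP1R15A from -0.58 to 0.25, GADD45A from -0.88 to 0.092, ATF6 from -0.12 to 0.38 and CRELD2 from -0.12 to 0.23. In the same fits DNMT3B ran from -0.17 to -0.039, and without normalization it was -0.33. At a detection p under 0.01, chosen after seeing the data, RUNX1 and DNMT3A were detected on 0 arrays instead of 1. For the alternatives other than array weights, the cause of these changes was not tested. DNMT1 and IDH2 were lower with RUNX1 under each of 21 alternatives (-0.27 to -0.061 and -0.40 to -0.14). These alternatives refit the same arrays, so the kept sign is no replication, and the exact permutation p was 0.2 for both genes. Both were also lower on RUNX1 replicates 1 and 2 and MCS replicate 1 than on the other arrays. That side of the first principal component holds more RUNX1 than MCS arrays, so their differences carry part of that separation. For the 18 other genes named with values of the groups, 360 of 372 values under the alternatives kept their direction and their side of the threshold, 11 passed it in the same direction (5 with array weights, 6 by the methods' t-test at its unadjusted threshold) and 1 changed sign. For the 12 genes named with values per array, 223 of 249 kept both, 6 passed with array weights and 20 changed sign. The 6 were SRPK3, FOLR1, HES5, RNU4-1, CRYAB and CKMT1B.

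The replicate numbers in the sample names did not pair the samples throughout, since the correlation of deviations was 0.568, -0.347 and 0.704 for the 3 pairs. The arrays numbered 1 share a side of the first principal component, as do those numbered 3, and those numbered 2 do not. Deviations from the mean of 3 arrays are not independent, so these correlations cannot exclude a pairing. With the replicate block 0 genes passed, and not every array correlated best with its own number. A BeadChip block was not run because no chip is given.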

Differences from the paper's values

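The paper's values of Fig. 4h were read by eye, and a value was taken to differ where it lay more than 1.5-fold and more than the SD between replicates from the paper's. For DNMT3A, the paper's value was about 7.2 in Fig. 4h for MCS-transduced cells, beside 5.31 ± 0.20 (SD, n = 3) here, and about 7.2 for RUNX1-overexpressing cells, beside 5.24 ± 0.074 (SD, n = 3). Of the alternatives set before the data were examined, no background correction (6.9 and 6.87), normexp without the detection p-values (6.71 and 6.68) and the authors' processed values (7.25 and 7.22) did not differ from the paper's by this measure, and the other ones that gave a value did. For TET2, the paper's value was about 6.8 in Fig. 4h for MCS-transduced cells, beside 4.58 ± 0.029 (SD, n = 3), and about 6.9 for RUNX1-overexpressing cells, beside 4.65 ± 0.13 (SD, n = 3). No background correction (6.30 and 6.39) and the authors' processed values (6.82 and 6.88) did not differ from the paper's, and the other alternatives did. Neither gene passed the filter on detection here. The values of DNMT1, DNMT3B, TET1, IDH1 and IDH2 did not differ from the paper's by this measure, and those of DNMT1, IDH1 and IDH2 did not under any alternative. DNMT3B, at about 8.5 in Fig. 4h for MCS-transduced and about 8.4 for RUNX1-overexpressing cells beside 7.97 and 7.87 here, lay just inside it. It differed with RUNX1 without normalization (7.74), with median scaling (7.78) and without RUNX1 replicate 2 (7.80), with MCS without MCS replicate 3 (7.91), and in both groups with the mean of all detected probes (7.77 with MCS and 7.65 with RUNX1). TET1, at about 8.7 in Fig. 4h for MCS-transduced and about 8.6 for RUNX1-overexpressing cells beside 8.18 and 8.04 here, differed with RUNX1 without normalization (7.92), with median scaling (7.96), with array weights (7.90) and without RUNX1 replicate 3 (7.82), with MCS without MCS replicate 2 (8.00), and in both groups with the mean of all detected probes (7.55 with MCS and 7.33 with RUNX1). The other alternatives did not differ for these genes.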

Other observations

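The 30 lists, that of the enzyme genes among them, were set against all genes, and no list passed an adjusted p under 0.05 by camera (smallest 0.131, 0.518 with an estimated correlation, and 0.511 by fry). Of 19 genes of the interferon response 16 had differences above 0, with a median log2 difference of 0.13. IRF1, a transcription factor of this response, was at 7.40 ± 0.29 (SD, n = 3) with RUNX1 and 7.00 ± 0.055 (SD, n = 3) with MCS, and IRF9 was at 8.30 ± 0.16 (SD, n = 3) and 8.00 ± 0.056 (SD, n = 3). Of 27 genes of S phase and DNA replication 7 had differences above 0, with a median of -0.065, and the ribonucleotide reductase gene RRM2 had a difference of -0.34 (standard error 0.18). The list of RUNX family genes and partners had a median of -0.11 over 13 genes, led by the histone acetyltransferase gene EP300 with -0.41 (standard error 0.14). Cell adhesion and cytoskeleton genes had a median of 0.12 over 30 genes, with S100A6 at 6.18 ± 0.23 (SD, n = 3) with RUNX1 and 5.62 ± 0.24 (SD, n = 3) with MCS, and ribosome biogenesis genes one of -0.056 over 25, with a difference of -0.39 (standard error 0.16) for MRTO4. Of 10 inhibitors of the cell cycle 9 had differences above 0, with a median of 0.22. Each of these 6 lists had the camera adjusted p of 0.131. No gene of any list passed when adjusted over its list alone.

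The arrays of a group did not shift alike in 4 of these lists. The mean deviation of the inhibitors of the cell cycle from the mean of the 6 arrays was 0.20, 0.18 and -0.12 on RUNX1 replicates 1 to 3 and 0.16, -0.26 and -0.17 on MCS replicates 1 to 3, so it followed the first principal component of the arrays rather than the transduction. Each of the 10 genes had a negative loading on it, and the estimated correlation between them was 0.53 (camera adjusted p = 0.727 with it). For the RUNX family genes and partners the deviations were 0.022, 0.032 and -0.22 with RUNX1 and 0.041, 0.10 and 0.020 with MCS, so the lower level lay on RUNX1 replicate 3. Those of the interferon response were 0.027, 0.095 and 0.12 with RUNX1 and 0.082, -0.22 and -0.10 with MCS, and those of cell adhesion and cytoskeleton 0.13, 0.16 and -0.065 with RUNX1 and 0.026, -0.11 and -0.13 with MCS. For S phase and DNA replication (-0.025, -0.013 and -0.040 with RUNX1, 0.043, 0.0072 and 0.027 with MCS) and ribosome biogenesis (-0.076, -0.027 and 0.011 with RUNX1, 0.055, 0.015 and 0.023 with MCS) the groups did not overlap, which 10% of lists would show by chance. That share applies to all 30 lists, not to 6 picked by their camera p-values. The only other list without overlap was hematopoietic transcription factors (0.043, -0.0059 and 0.10 with RUNX1, -0.051, -0.070 and -0.019 with MCS).

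The paper discusses other transcription factors of blood cells in the regulation of SPI1. Of 55 hematopoietic transcription factor genes 32 were above background and 0 changed (median log2 difference 0.053, camera adjusted p = 0.323). SATB1 had a difference of 0.57 (standard error 0.23), KLF2 of 0.41 (standard error 0.17), JUNB of -0.42 (standard error 0.18) and RELA of -0.26 (standard error 0.12). Of 44 known RUNX1 target genes of blood cells, which were listed here and not taken from the paper, 15 were above background and 0 changed (median 0.10, camera adjusted p = 0.673). VAV1, a signalling gene of blood cells, was at 5.82 ± 0.083 (SD, n = 3) with RUNX1 and 5.27 ± 0.23 (SD, n = 3) with MCS (adjusted p over the list alone 0.136 from limma), and the platelet integrin gene ITGA2B had a difference of -0.35 (standard error 0.16). In the apoptosis list, also not taken from the paper, BAK1 was at 6.05 ± 0.27 (SD, n = 3) with RUNX1 and 5.28 ± 0.23 (SD, n = 3) with MCS (adjusted p over the list alone 0.0717 from limma). SPI1, which the paper measured by qRT-PCR in these cells, had 2 probes, detected on 0 of 6 arrays, with a highest signal of 123, so the arrays did not measure it above background.

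Several of these differences depend on 1 array, on the background or on the normalization. That of IRF1 was 0.40 with all arrays and 0.24 without RUNX1 replicate 3, that of RRM2 was -0.21 without MCS replicate 2, and that of JUNB was -0.23 without MCS replicate 1. With median scaling and without normalization, IRF9 went from 0.30 to 0.16 and 0.083, IRF1 from 0.40 to 0.26 and 0.18, and KLF2 from 0.41 to 0.27 and 0.19. Falls deepened, as for RELA from -0.26 to -0.40 and -0.48. The median difference of all genes was then -0.088 and -0.17. Without background correction the difference of BAK1 went from 0.77 to 0.35, SATB1 from 0.57 to 0.25, S100A6 from 0.56 to 0.25, VAV1 from 0.55 to 0.25, GADD45G from 0.51 to 0.23, JUNB from -0.42 to -0.18, EP300 from -0.41 to -0.23, NEIL2 from -0.43 to -0.28, IRF1 from 0.40 to 0.26, ITGA2B from -0.35 to -0.17, RELA from -0.26 to -0.16, MBD2 from 0.25 to 0.11 and MBD1 from -0.22 to -0.13, which are all the genes named with values of the groups that moved by over 1.5-fold. Of these, BAK1, SATB1, VAV1, GADD45G, JUNB and ITGA2B did not pass the stricter filter on detection and the others did. With array weights VAV1 and SATB1 (adjusted p = 0.0447 for both), KLF2 (0.0467) and RRM2 (0.0472) passed the threshold over all genes, and their adjusted p-values under the other alternatives adjusted over all genes ran from 0.640 to 1.00. Like the other calls with array weights, these cannot be told apart from the separation of the arrays.

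The following test was chosen after the result was seen. Of 28 lists with at least 5 genes tested, the unfolded protein response list was the one whose median loading on the first principal component of the arrays stood apart from 10000 random lists matched on mean expression (percentile 99.99, adjusted p = 0.0084 across genes, which are not independent replicates). Of its 21 genes 14 had a positive loading and 7 a negative one. DDIT3, a transcription factor induced by stress, was at 8.68, 8.6 and 8.23 on RUNX1 replicate 1, RUNX1 replicate 2 and MCS replicate 1, and at 10.05, 9.55 and 9.75 on RUNX1 replicate 3, MCS replicate 2 and MCS replicate 3. PPP1R15A, its target, was at 9.79, 9.63 and 9.47 and at 11.05, 10.34 and 11.04. Genes of the list also went the other way: ATF6, a sensor of this response, was at 10.49, 10.43 and 10.59 and at 9.58, 9.99 and 9.65, and CRELD2 was at 10.38, 10.43 and 10.45 and at 9.74, 10.03 and 10.06. HSPA5, the main chaperone of the endoplasmic reticulum, was at 9.67, 9.75 and 9.61 and at 9.87, 9.64 and 9.57, and its loading was at percentile 59.1 of all genes. A difference in endoplasmic reticulum stress between the arrays may account for the genes that rose, but HSPA5 did not follow them and ATF6 and CRELD2 fell, and the explanation stays open. GADD45A, a growth arrest gene from the list of demethylation factors and not from this one, was at 9.27, 9.39 and 9.13 and at 10.95, 10.43 and 11.06. DDIT3, PPP1R15A, ATF6, CRELD2 and GADD45A were chosen after their values were seen.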
